A study of Mus musculus and Homo sapiens with 20 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

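CUT&Tag peak lists were taken as deposited for 20 libraries: H2AK119ub and H3K27me3 in Tet2 WT and KO mES cells and HSPCs, and H2AK119ub in K562 cells after siControl or siMBD6, with 2 libraries per group. Groups and replicate numbers came from the sample labels. Per the labels and the study's methods, the authors trimmed reads with Trimmomatic, aligned them with bowtie2 to mm10 or hg38 together with Drosophila spike-in DNA, removed duplicates with Picard and called peaks with MACS2 in broad mode. The methods scale signal levels by the spike-in. A list of called positions carries no such scaling, and the methods' step of keeping peaks seen in more than 1 replicate had not been applied to these lists, which are one per library.

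Each deposited file held a chromosome, start and end per peak and no score, count, coverage or p-value from the authors. The lists had features that the stated peak calling does not explain. Between 30.4% and 41.4% of peaks per library were exactly 501 bp wide, at most 3 peaks per library were narrower on the assembled chromosomes, and the smallest gap between neighbouring peaks was 499 bp in every list. The order of the peaks followed their width (Spearman rho across peaks from -0.956 to -0.916), but what the order ranks is not stated. The minimum width sets a floor on how small a change in covered length can be seen. Because the lists hold 0 read counts, depth and counting error per library are unknown. More reads let a caller reach weaker and wider regions, so list length and depth cannot be separated in these files.

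Peaks on assembled chromosomes were used in the main setting. Coordinates are 1-based on mm10 or hg38, and the reference sequences used here were GRCm38 and hg38, the same builds, with GENCODE gene annotation. Interval arithmetic was done in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Covered length is the number of bases under at least 1 peak. For lost and gained regions, the genome was divided into 1-kb bins, and a bin was marked in a library when at least 50% of it was covered. A lost bin was marked in both control libraries and neither treated library, and a gained bin the reverse. Promoters were 1 kb on each side of the annotated start of protein-coding genes and counted when they touched a peak by at least 1 bp. Repeat share is the percent of covered bases that are soft-masked in GRCm38. The human sequence used here carried no masking, so the repeat share of K562 was not analysed here, and repeat families were not analysed here. Windows of 1 Mb with at least 20 kb covered in the sum of both group means were used for the chromosome profiles, with 1 kb added to each mean before the log2 ratio, and the single step per chromosome was placed where it was strongest with at least 10 windows on each side.

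Comparisons of single values used two-sided exact permutation tests over the 6 assignments of 4 libraries (smallest p = 0.333). Pooled effects and differences between effects were tested on log2 covered length with exact tests, libraries being permuted within cell type or mark, 36 arrangements in all (smallest p = 0.0556). Benjamini-Hochberg adjustment covered 21 single-value tests and 8 pooled tests, 2 of which concerned X and were added after the chromosome profile was seen. Lost and gained bins were compared with the other 2 splits of the same libraries. Genes and regions to be named were fixed before the data were examined: the targeted gene, the study's genes (Tet2, Mbd6, Mbd5, Bap1, Nsun2, Pspc1, Socs3 and Nfkbia), 16 Polycomb targets, 12 widely expressed genes, and the 2 longest runs of lost or gained bins per comparison. The longest runs that lost H3K27me3 in HSPCs are not reported here. The list of 5 genes that escape X inactivation was written afterwards.

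The bin calls were tested on simulated data built from the 167326 peaks of an mES H2AK119ub list. In this simulation 200 wide peaks were removed, 200 others were added, and 10% of the remaining peaks were dropped at random per library. Of the removed and of the added peaks, 100% were recovered. These peaks were exempt from the dropout and needed only 1 called bin, so their recovery was fixed in advance and checks only the code. The random dropout alone gave 2319 lost and 2164 gained bins. It was milder than real replicate differences, as the other splits of the mES H2AK119ub libraries gave 18799 and 18302 differing bins. The Jaccard index was checked against bedtools 2.31.1. Alternatives fixed before the data were examined were peaks of at least 1 kb, all sequences instead of assembled chromosomes, joining peaks within 1 kb, autosomes only, other bin rules, a wider promoter of 2 kb on each side, other overlap rules, leaving out each replicate and a replicate block. Equal-length lists by file order and autosomes without chromosomes 6 and 13 were added after the data were seen. So were autosomes only for peak number, bins, promoters, pooled effects and differences between effects.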

Results

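The data were peak lists from CUT&Tag, an assay in which a transposase tethered to an antibody cuts and tags the DNA around a chosen chromatin mark. The marks were H2AK119ub, ubiquitin on a lysine near the end of histone H2A, which Polycomb repressive complex 1 installs, and H3K27me3, trimethylation of lysine 27 of histone H3, which Polycomb repressive complex 2 installs. The 20 libraries fell into 10 groups of 2. Both marks were profiled in mouse embryonic stem (mES) cells and in lineage-negative, c-Kit-positive bone marrow cells (haematopoietic stem and progenitor cells, HSPCs), each as Tet2 wild type (WT) and Tet2 knockout (KO). H2AK119ub was also profiled in K562, a human leukaemia cell line, after a control siRNA (siControl) or an siRNA against MBD6 (siMBD6). MBD6 is a methyl-CpG-binding-domain protein that the study places between RNA m5C and H2AK119 deubiquitylation. The 5 comparisons ask whether loss of Tet2 or depletion of MBD6 changed where each mark was called.

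Each list held 85121 to 167378 peaks. On the assembled chromosomes the lists covered 132.1 to 259.9 Mb, or 4.497% to 9.82% of the known bases. The lists give positions only. Read depth per library is therefore unknown, and a longer list can come from more reads as well as from a wider distribution of the mark. With 2 libraries against 2, the two-sided exact permutation test over the 6 assignments of the libraries cannot give a p-value below 0.333, so no single comparison could pass a threshold of 0.05. Differences are therefore described by whether the groups separated and by how they compare with the replicate spread.

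**Figure D1:**
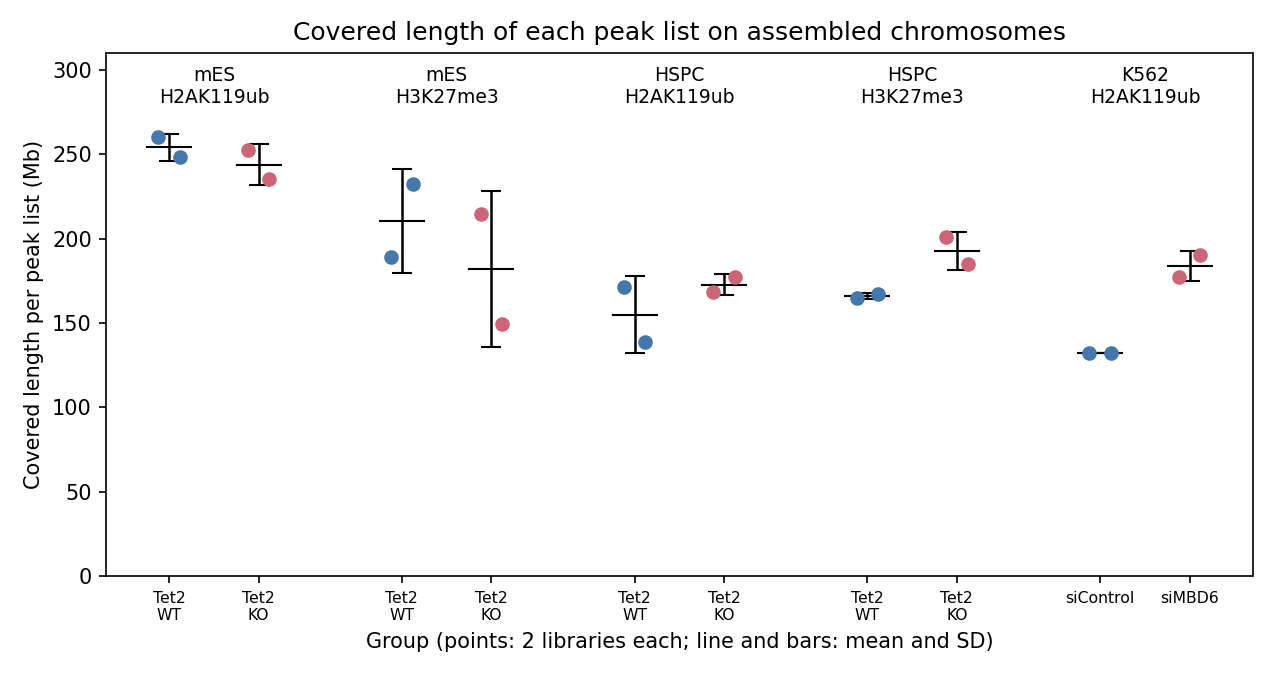
Covered length of each of the 20 peak lists in Mb (points), with the mean and SD of each group of 2 libraries (lines and bars). The siMBD6 libraries (177.5 and 190.2 Mb) lie above the siControl libraries (132.2 and 132.1 Mb), whereas the Tet2 WT and KO libraries overlap in 3 of the 4 mouse comparisons.

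The targeted genes were examined first. Tet2 (ENSMUSG00000040943.12; mm10 chromosome 3, 133463679 to 133545139, minus strand) had peaks over 0% to 2.36% of its span in the 16 mouse libraries. H2AK119ub peaks touched its promoter in WT replicate 2 and both KO libraries of HSPCs, where they covered 32.6%, 61.0% and 68.1% of it, and an H3K27me3 peak touched it in HSPC KO replicate 2. MBD6 (ENSG00000166987.15; hg38 chromosome 12, 57520710 to 57530148, plus strand) was covered over 15.7% and 19.9% of its span in siControl and 14.4% and 15.9% in siMBD6 cells. Its promoter had an H2AK119ub peak in both siMBD6 libraries, over 25.04% and 40.8% of its length, and in neither siControl library. These lists hold chromatin marks rather than transcripts, so the values do not test the genotype or the knockdown.

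Replicates shared few identical peaks, 16 to 69 per pair, so every library was counted as its own replicate. The base-pair Jaccard index of the 2 replicates, the shared length divided by the joint length, was 0.62 in WT and 0.62 in KO mES cells for H2AK119ub, and 0.67 in WT and 0.56 in KO for H3K27me3. In HSPCs the index was 0.42 in WT and 0.48 in KO for H2AK119ub, and 0.62 and 0.64 for H3K27me3. In K562 it was 0.53 in siControl and 0.64 in siMBD6. The mean index within groups exceeded the mean between groups in all 5 comparisons, by 0.011 (HSPC H2AK119ub) to 0.081 (HSPC H3K27me3), and in each it was the highest of the 3 ways to split the 4 libraries into pairs. This did not hold for every single pair. The siControl pair of K562 (0.525) lay below all pairs between groups (0.536 to 0.542). The KO pair of mES H3K27me3 (0.558) and the WT pair of HSPC H2AK119ub (0.418) lay below the highest pair between groups (0.608 and 0.463). The share of peaks that overlapped the other replicate by at least 1 bp ran from 52.3% (WT HSPC H2AK119ub replicate 1) to 85.6% (WT mES H3K27me3 replicate 1).

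The first question was whether H2AK119ub was called over less of the genome in Tet2 KO mES cells. The covered length was 254.2 ± 8.06 Mb (SD, n = 2) in WT and 243.8 ± 12.3 Mb (SD, n = 2) in KO, a change of -4.11% with overlapping groups (two-sided exact permutation test, p = 0.667; Benjamini-Hochberg adjusted p = 0.778 over 21 tests). The alternative that moved this value most among those that kept all libraries was leaving out the sex chromosomes and chromosomes 6 and 13, which gave -2.11%. Single libraries moved it more, to -0.696% without KO replicate 2 and -1.91% without WT replicate 1. The peak number changed by -3.58%, again with overlapping groups. At the level of 1-kb bins, 15042 bins were marked in both WT and neither KO library (lost) and 10814 in both KO and neither WT library (gained), against 149638 marked in all 4. The other 2 splits of the same libraries gave 18799 and 18302 differing bins in all, fewer than the 25856 of the real split, so the difference between genotypes exceeded that between replicates, but by less than 1.5 times. Promoters with a peak, counted within 1 kb of the start of 21938 protein-coding genes, numbered 14726.5 ± 114 in WT and 14764 ± 170 in KO (SD, n = 2), a difference smaller than either SD. With lists of equal peak number by file order the promoter count was 1.14% higher in KO, with separated groups.

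**Figure D2:**
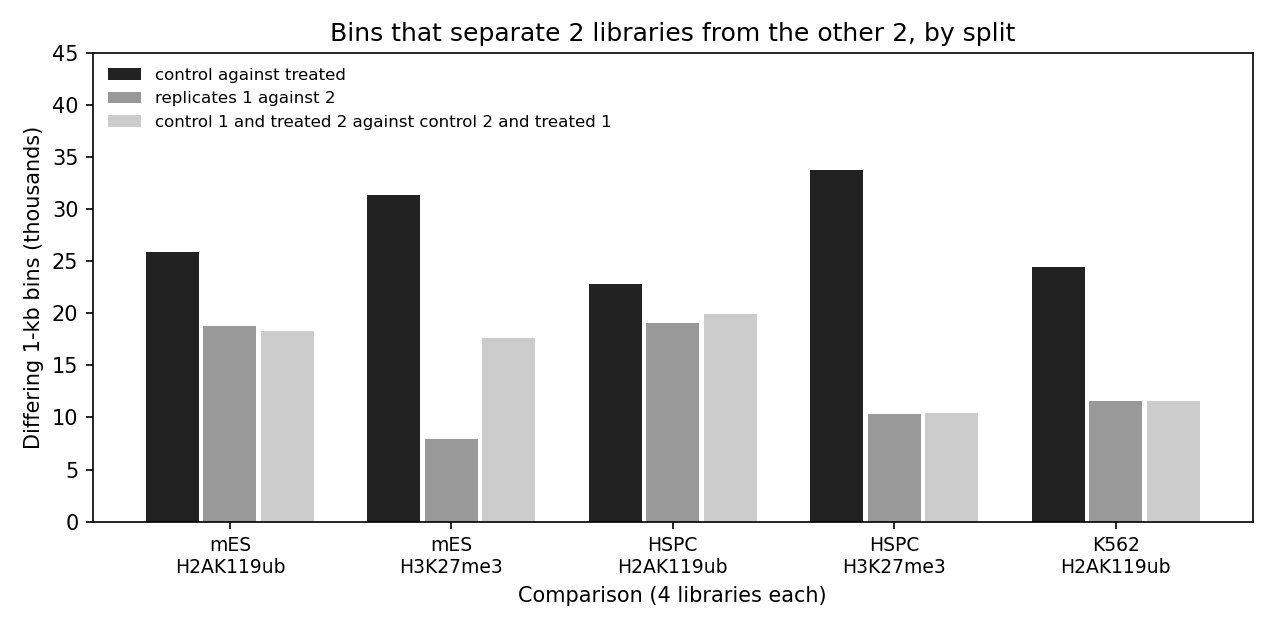
Number of 1-kb bins (axis in units of 1000) marked in 2 libraries and unmarked in the other 2, for each of the 3 ways to split the 4 libraries of a comparison. The real split (black) is the tallest bar in every comparison, with 33740 bins for HSPC H3K27me3 and 22855 for HSPC H2AK119ub, where the other splits reach 19929.

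H3K27me3 in mES cells varied more between replicates. The covered length was 210.7 ± 30.9 Mb in WT and 181.9 ± 46.0 Mb in KO (SD, n = 2), a change of -13.6% that lay within the spread (two-sided exact permutation test, p = 0.667; adjusted p = 0.778). KO replicate 2 decided the direction, since without it the change was 1.81%. Lost bins numbered 22707 and gained bins 8674, and the 31381 differing bins compare with 7961 and 17669 in the other splits. Promoters with an H3K27me3 peak fell from 10581.5 ± 377 in WT to 8489 ± 689 in KO (SD, n = 2), a change of -19.8% with both KO libraries below both WT libraries (two-sided exact permutation test, p = 0.333, the smallest possible; adjusted p = 0.583). Of these promoters, 1246 had a peak in both WT and neither KO library, whereas 99 showed the opposite.

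In HSPCs the same question was asked of primary cells. H2AK119ub covered 155.0 ± 22.9 Mb in WT and 172.8 ± 6.00 Mb in KO (SD, n = 2), a change of 11.5% with overlapping groups (two-sided exact permutation test, p = 0.667; adjusted p = 0.778). WT replicate 2 carried this change, which was 0.911% without it. Lost bins numbered 7988 and gained bins 14867. The 22855 differing bins were only slightly more than the 19025 and 19929 of the other splits. Promoters with a peak rose from 14383 ± 781 to 15494.5 ± 92.6 (SD, n = 2), a change of 7.73% with separated groups (two-sided exact permutation test, p = 0.333; adjusted p = 0.583).

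H3K27me3 in HSPCs covered 166.0 ± 1.95 Mb in WT and 192.9 ± 11.3 Mb in KO (SD, n = 2), a change of 16.2% with separated groups (two-sided exact permutation test, p = 0.333; adjusted p = 0.583). Most of this change lay on chromosome X, and the mean autosomal covered length was 164.9 Mb in WT and 169.9 Mb in KO. The X length under H3K27me3 peaks was 1.05 and 1.07 Mb in the WT libraries and 24.3 and 21.7 Mb in the KO libraries, a log2 ratio of 4.44 between the group means. On the autosomes alone the covered length changed by 3.03% with overlapping groups. The peak number, 16.6% higher on all chromosomes, changed by -3.38% on the autosomes, with both KO libraries below both WT libraries. H2AK119ub on X also rose, from 0.541 and 0.329 Mb in WT to 2.51 and 2.69 Mb in KO. Of the 25726 bins that gained H3K27me3, 11454 were autosomal. Lost bins numbered 8014, and the other splits gave 10290 and 10385 differing bins. Of 595 promoters that gained H3K27me3 in both KO libraries, 346 were on X, and the promoter count changed by 3.08% with X and -0.191% on the autosomes alone.

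**Figure D3:**
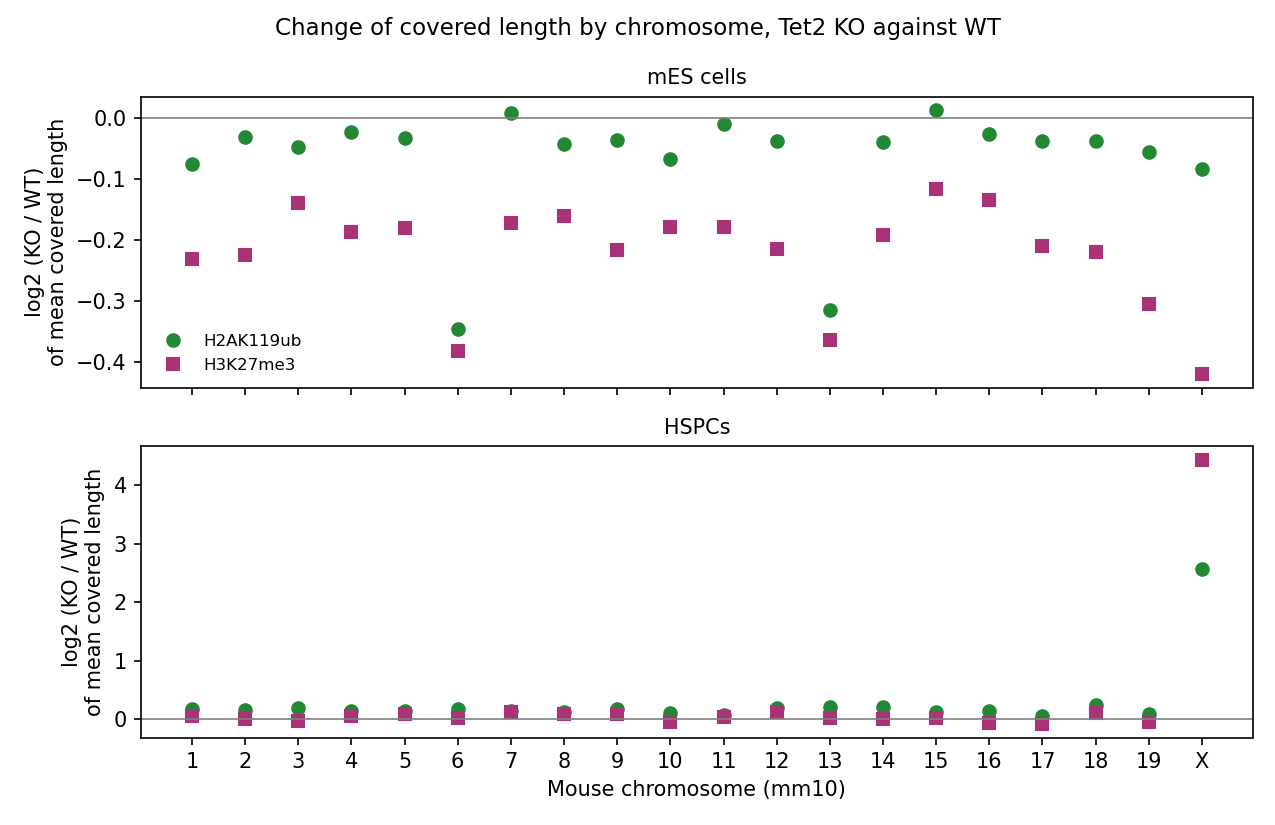
Log2 ratio of mean covered length, Tet2 KO against WT (n = 2 each), for each mouse autosome and X, with separate vertical scales for mES cells and HSPCs. In mES cells chromosomes 6 and 13 lie lowest for H2AK119ub (-0.35 and -0.31), and in HSPCs chromosome X stands apart for both marks (2.58 for H2AK119ub and 4.44 for H3K27me3).

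The chromosome profile of mES cells was uneven as well. In 1-Mb windows, the 2 strongest single steps among the autosomes were on chromosomes 6 and 13 for both marks. On chromosome 6 the step fell at 81000001 for each mark, with mean log2 ratios of 0.09 before and -0.56 after it for H2AK119ub, and 0.17 and -0.63 for H3K27me3. On chromosome 13 it fell at 96000001 for H2AK119ub (-0.04 before, -1.13 after) and at 89000001 for H3K27me3 (-0.12 before, -0.74 after). The part of chromosome 6 beyond the step held 12.2% of all bins that lost H2AK119ub, and that of chromosome 13 beyond 96000001 held 6.31%.

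**Figure D4:**
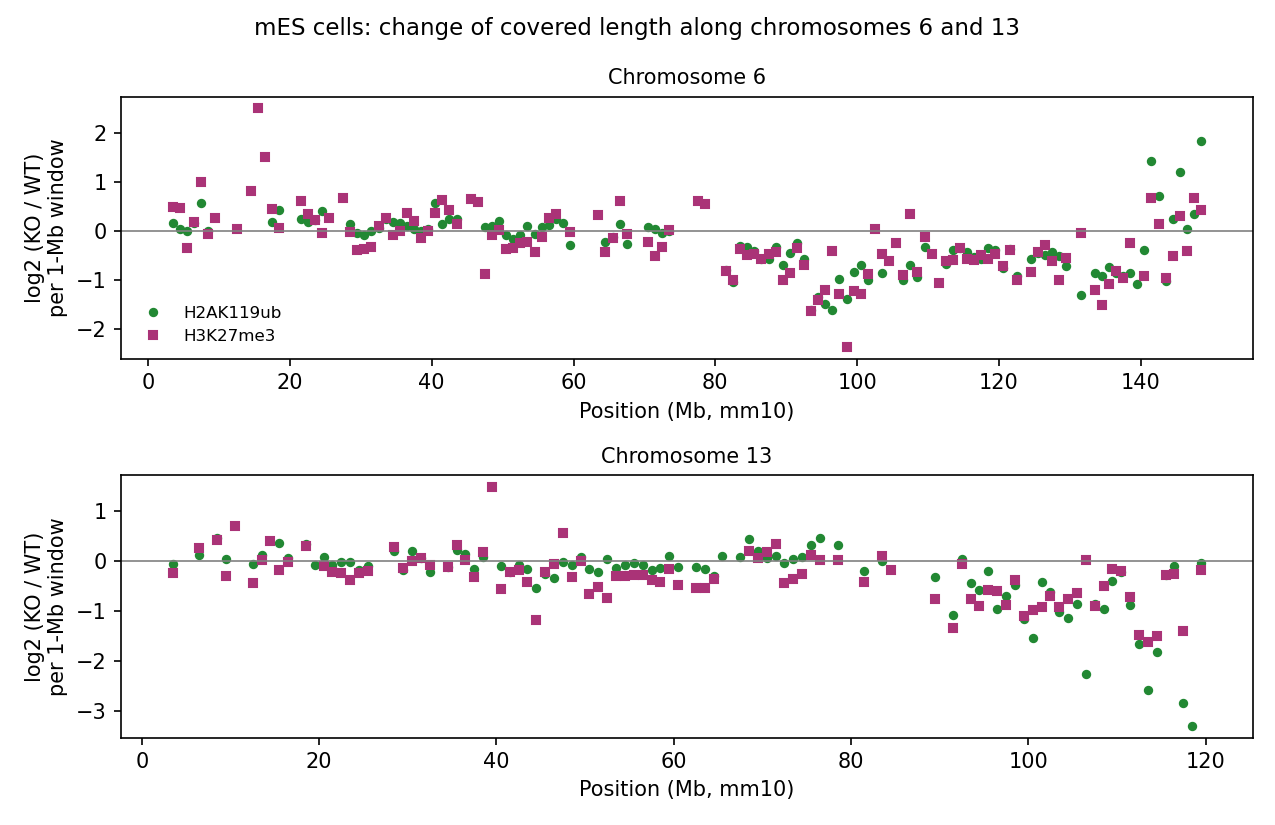
Log2 ratio of covered length per 1-Mb window (Tet2 KO against WT mES cells, group means with 1 kb added) along chromosomes 6 and 13, for H2AK119ub (circles) and H3K27me3 (squares). Both marks fall below 0 from about 81 Mb on chromosome 6. On chromosome 13 the means before the step were already below 0, and both marks fall further from 89 to 96 Mb.

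In K562 the question was whether depletion of MBD6 changed H2AK119ub. The covered length was 132.1 ± 0.0413 Mb in siControl and 183.9 ± 8.96 Mb in siMBD6 cells (SD, n = 2), a change of 39.2% with separated groups (two-sided exact permutation test, p = 0.333, the smallest possible; adjusted p = 0.583). The difference between the means exceeded both SDs. The peak number rose by 18.8% and the promoters with a peak by 20.8%, from 6870.5 ± 153 to 8300.5 ± 156 of 20033 protein-coding genes (SD, n = 2). Lost bins numbered 1782 and gained bins 22640, and the other splits gave 11560 and 11554 differing bins against 24422. With the lists limited to equal numbers of peaks in file order, which drops mainly the narrowest peaks, the covered length differed by 32.6% and the promoter count by 9.81%.

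The Tet2 effect on the covered length was then pooled over the mouse cell types, on the log2 scale and with an exact test that permuted libraries within cell type (36 arrangements, smallest possible p = 0.0556). The mean effect was 0.05 for H2AK119ub (two-sided exact permutation test, p = 0.778; adjusted p = 1 over 8 tests) and -0.01 for H3K27me3 (p = 1, exact; adjusted p = 1). The effect in HSPCs minus that in mES cells was 0.23 for H2AK119ub and 0.44 for H3K27me3 (two-sided exact permutation tests, p = 0.222 each; adjusted p = 0.444). The effect on H2AK119ub minus that on H3K27me3 was 0.17 in mES cells (exact p = 0.722) and -0.05 in HSPCs (exact p = 0.889; adjusted p = 1 for both). None of these reached the smallest possible p-value of 0.0556, and single libraries decided several of the directions. Without WT replicate 2 of HSPC H2AK119ub the pooled H2AK119ub effect was -0.02, and without KO replicate 2 of mES H3K27me3 the pooled H3K27me3 effect was 0.12 and the difference between marks in mES cells -0.09. The difference between marks in HSPCs was 0.10 without WT replicate 1 of H2AK119ub and also on the autosomes alone.

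The 2 marks overlapped well above the level that their genome coverage gives. In WT mES cells 47.7% ± 0.796 of H2AK119ub-covered bases lay under H3K27me3 called in both replicates, and in KO 38.7% ± 1.11 (SD, n = 2), where the H3K27me3 set covered 6.39% and 4.92% of the known bases. In HSPCs the share was 30.7% ± 0.537 in WT and 33.5% ± 0.229 in KO (SD, n = 2), against 4.79% and 5.70%. The groups separated in both cell types, in opposite directions (two-sided exact permutation test, p = 0.333 each; adjusted p = 0.583). Both H2AK119ub libraries of a genotype were scored against the same H3K27me3 set. The SDs and the test therefore carry no variation between H3K27me3 libraries, and the size of each set can itself separate the groups. Against H3K27me3 bases covered in either replicate the difference was -5.01 percentage points in mES cells and 0.0681 in HSPCs, where the groups then overlapped. Between cell types, 69.3% of the H2AK119ub bases called in both WT HSPC libraries were also called in both WT mES libraries, where 7.36% would be expected from coverage, and the KO value was 68.8%. For H3K27me3 the shares were 54.6% in WT and 38.8% in KO. Taken as a share of the mES bases, the same overlap was 32.5% in WT and 41.1% in KO for H2AK119ub and 40.9% and 44.97% for H3K27me3, so the direction depended on which cell type's set was the base. The H3K27me3 lists of KO HSPCs held 24.3 and 21.7 Mb on X, against 1.05 and 1.07 Mb in WT and at most 2.87 Mb in any mES library. X can therefore move the HSPC overlaps, between marks and between cell types. These overlaps were not computed on the autosomes alone.

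Soft-masked repeats make up 36.4% of the known mouse bases and made up 15.0% ± 0.166 of H2AK119ub-covered bases in WT and 14.6% ± 0.179 in KO mES cells (SD, n = 2). The difference of -0.425 percentage points separated the groups (two-sided exact permutation test, p = 0.333; adjusted p = 0.583). For H3K27me3 in mES cells and for H2AK119ub in HSPCs the groups overlapped, with differences of -0.717 and -0.368 percentage points, which became 0.000607 without KO replicate 2 and 0.639 without WT replicate 2. H3K27me3 in HSPCs rose by 0.470 percentage points, from 18.7% ± 0.1002 to 19.2% ± 0.0683 (SD, n = 2), with separated groups, whereas with peaks of at least 1 kb the difference was 0.0990 and the groups overlapped. The KO lists of this mark held 24.3 and 21.7 Mb on X, against 1.05 and 1.07 Mb in WT. The repeat share was not analysed on the autosomes alone, so whether X carried the rise is open.

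Among genes fixed before the data were examined, all 16 Polycomb targets had a promoter peak for both marks in every mES library, and 15 or 16 did in every HSPC library. In K562, 13 to 15 of 16 had an H2AK119ub promoter peak. Of 12 widely expressed genes, 6 to 8 had an H2AK119ub promoter peak in mES cells, 11 or 12 in HSPCs and 1 to 3 in K562, whereas 0 to 3 had an H3K27me3 promoter peak in mES cells and 9 to 11 in HSPCs. Hprt and Pgk1 are on X, and H3K27me3 covered 31.6% and 37.0% of the Pgk1 span in KO HSPCs against 0.675% and 0.301% in WT. Socs3 (mm10 chromosome 11, 117966079 to 117970047) was covered over 100% of its span by H2AK119ub in all 8 mouse libraries of that mark. Nfkbia (mm10 chromosome 12, 55489410 to 55492647) was covered by H2AK119ub over 73.6% and 51.8% in WT and 34.7% and 44.8% in KO mES cells, and over 54.4% and 100% in WT and 32.3% and 36.1% in KO HSPCs. SOCS3 in K562 was covered over 69.0% and 79.1% in siControl and 69.8% and 78.0% in siMBD6 cells. Mbd6 was covered by H2AK119ub over 67.3% to 84.2% in mES cells and 71.8% to 92.7% in HSPCs. Both KO values (72.0% and 67.3%) lay below both WT values (74.4% and 84.2%) in mES cells, and the genotypes overlapped in HSPCs. H3K27me3 covered Nsun2 over 15.7% and 15.8% in WT and 6.44% and 6.07% in KO HSPCs. H2AK119ub covered Bap1 over 58.8% and 61.7% in WT and 60.8% and 40.9% in KO HSPCs. BAP1 in K562 was covered over 16.04% and 18.04% in siControl and 49.3% and 21.4% in siMBD6 cells. Mbd5 and Pspc1 were covered over at most 1.27% and 1.63% in the mouse libraries. In K562, MBD5, PSPC1 and NFKBIA were covered over 0% in all 4 libraries and NSUN2 over 1.14% in siControl replicate 1 and 0% in the others.

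The longest runs of adjacent changed bins, up to 2 per comparison and direction, show the scale of single-locus changes. For H2AK119ub in mES cells the longest lost run was 9 kb on chromosome 1 (88267001 to 88276000), over exons and introns of Hjurp, covered to 89.5% and 91.3% in WT and 12.7% and 11.9% in KO. The next, 8 kb on chromosome 13 (113202001 to 113210000, Esm1 and Gzmk, with 342 exonic bases), lay beyond the step on that chromosome. The longest gained run spanned 4 kb of Sympk on chromosome 7 (19046001 to 19050000), and the next 3 kb over Jmjd7 and Pla2g4b on chromosome 2 (120031001 to 120034000). For H3K27me3 in mES cells the longest lost runs were 9 kb each, on chromosome 1 (63261001 to 63270000), 7764 bp from the Zdbf2 start and overlapping the non-coding gene Gm11608, and on chromosome 9 (46389001 to 46398000), overlapping only Gm47141. Gained runs of 5 kb lay in Mcf2l on chromosome 8 (13000001 to 13005000) and in intergenic sequence on chromosome 14 (28621001 to 28626000), 118751 bp from Wnt5a.

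In HSPCs the longest runs that gained H3K27me3 were on X, 42 kb over Iqsec2 (152187001 to 152229000) and 34 kb over Bcor (12056001 to 12090000). H2AK119ub also gained its longest runs on X, 6 kb in an intron of Atg4a (141150001 to 141156000) and 5 kb of intergenic sequence (152587001 to 152592000), whereas its longest lost runs were 3 kb each, in Trpc4ap on chromosome 2 (155637001 to 155640000) and on chromosome 3 (96505001 to 96508000), 18671 bp from Hfe2. In K562 the longest gained runs were 4 kb each, in the non-coding gene MIR4435-2HG on chromosome 2 (111180001 to 111184000) and in NOS1 on chromosome 12 (117361001 to 117365000). The longest lost runs were 2 kb each, in an intron of CLSTN1 on chromosome 1 (9807001 to 9809000) and in NUP214 on chromosome 9 (131149001 to 131151000).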

Values the study reported

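The study reported that H2AK119ub marked approximately 37% of the ATAC–seq peaks in its Tet2 deletion experiment, and that around 89% of those marked regions had less H2AK119ub without Tet2.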

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

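The tests in this part were chosen after the patterns had been seen, with the following exceptions. The difference between cell types in covered length and in peak number was planned, as was leaving out single libraries within a comparison. Also planned were H3K27me3 bases covered in either replicate, peaks of at least 1 kb, and covered length on the autosomes within a comparison. The equal-length test of promoters was written before its result was seen. Of 14 measures compared between the mouse cell types, 6 are listed here because both KO libraries lay on one side of the WT mean in mES cells and both on the opposite side in HSPCs. By signs alone, chance gives such an arrangement in 12.5% of measures if the signs are independent. Both KO libraries of a cell type are compared with the same WT mean, so their signs are not independent and the share may be higher. The measures are not independent of each other either.

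H2AK119ub covered length fell by 4.11% in Tet2 KO mES cells and was 11.5% higher in KO HSPCs, a difference between the effects of 0.23 on the log2 scale (two-sided exact permutation test, p = 0.222). The autosomal covered length differed by 0.21 and the peak number by 0.17 on the same scale, with two-sided exact permutation p-values of 0.222 and 0.278. On the HSPC side a candidate explanation is 1 short WT list. Without WT replicate 2 the HSPC change was 0.911%, smaller than the replicate spread. On the mES side, leaving out the sex chromosomes and chromosomes 6 and 13 took the change from -4.11% to -2.11%, and 1 library moved it further, to -0.696% without KO replicate 2. Depth per library is unknown, so different read numbers stay open in both cell types, as does an effect of Tet2 that differs between cell types.

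The share of H2AK119ub bases under H3K27me3 moved by -9.03 percentage points in mES cells and by 2.75 in HSPCs, a difference of 11.8 percentage points that was not itself tested. The HSPC part depended on how the H3K27me3 set was defined: with bases covered in either replicate the HSPC change was 0.0681 with overlapping groups and the mES change -5.01. A candidate explanation for the mES part is the smaller H3K27me3 set of the KO libraries. Relative to the share of the genome under H3K27me3, the overlap was 7.47 ± 0.125 times the expected level in WT and 7.87 ± 0.226 times in KO mES cells (SD, n = 2), a change of 0.40, so the marks did not part relative to coverage. In HSPCs this ratio went from 6.41 ± 0.112 to 5.87 ± 0.0402 while the share itself rose. Both marks gained covered length on X in KO HSPCs, and neither the share nor the ratio was computed on the autosomes alone. The reverse share, H3K27me3 bases under H2AK119ub, changed by -1.28 percentage points in mES cells and by 1.49 in HSPCs. Its groups overlapped in mES cells (60.2% and 53.9% in WT, 51.9% and 59.6% in KO) and separated in HSPCs. Whether the smaller H3K27me3 set is itself biological was not resolved, because KO replicate 2 had the shortest list.

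H3K27me3 on chromosome X differed between the Tet2 effects by 4.88 on the log2 scale (two-sided exact permutation test, p = 0.111; smallest possible 0.0556; adjusted p = 0.444 over 8 tests), with a change of 2072% in KO HSPCs and of -25.3% in KO mES cells. Deeper KO libraries would raise the autosomes as well, and the autosomal log2 change in HSPCs was 0.042. A second active X copy alone would leave X at or below the autosomal level, whereas X was covered over 14.8% and 13.3% of its known bases in the KO libraries, against 7.37% and 6.81% of the autosomes, a ratio of at least 1.95, and chromosome 11, the most covered autosome, reached 13.6% and 12.7%. An inactive X in the KO samples and not in the WT samples, as in female against male mice, stays open as a candidate explanation. In line with this, the 4 WT HSPC libraries had 4 peaks in all on chromosome Y below 90 Mb and the 4 KO libraries had 0. These are few, and 1 WT library had 0 as well. A further test did not decide: H3K27me3 covered a median 6.67% of the spans of 5 genes that escape X inactivation (Xist, Kdm6a, Kdm5c, Eif2s3x and Ddx3x), against a median of 25.0% over 948 X genes, but this lay at percentile 13.2 of 10000 random lists of 5 genes. The methods state that mice of both sexes were used, and the labels give no sex per library. An effect of Tet2 on the inactive X cannot be told apart from a difference of sex here, because each genotype had 2 libraries per mark and the mES cells, whose X changed by -0.44 on the log2 scale, are not known to carry an inactive X.

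The number of promoters with an H3K27me3 peak fell by 19.8% in KO mES cells and was 3.08% higher in KO HSPCs, a difference of 0.36 on the log2 scale that was not tested. On the HSPC side the rise came from X, since the autosomal change was -0.191%. On the mES side shorter KO lists do not account for it: with lists of equal peak number by file order the change was -19.4%, and KO replicate 1 had 8458 promoters with 202.9 Mb covered, against 10103 with 185.2 Mb in WT replicate 1. The lost promoters carried little of the mark to begin with. The 1246 promoters that lost it had a median of 25.0% of their length covered in WT, which is what a single peak of the minimum width gives, compared with 99.5% for the 7346 that had a peak in all 4 libraries. With peaks of at least 1 kb the change was -12.5%. H2AK119ub peaks were present in both KO libraries at 88.9% of the promoters that lost H3K27me3. A different sensitivity for weak sites, from depth or background, and an effect of Tet2 both stay open.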

How the results depend on the processing

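Of 365 values computed under alternative settings, 260 kept the direction of a tested value or stayed within the replicate spread, or within 1.5 times for a count, 83 moved further, and 22 changed sign. The 260 include the lost and gained bins under the replicate block, which equalled the main values in every comparison and so say nothing about stability. No single comparison of 2 libraries against 2 could pass the threshold, so keeping the same side of it says nothing about stability, and only direction and size are compared. The settings named below as autosomes only (other than for covered length), equal-length lists, autosomes without chromosomes 6 and 13, and the fits of pooled effects without 1 library were chosen after seeing the data.

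Under the alternatives that kept all libraries, the covered length change kept its direction in all 5 comparisons. It ranged from -4.53% to -2.11% for mES H2AK119ub, from -17.7% to -11.1% for mES H3K27me3, from 8.39% to 13.7% for HSPC H2AK119ub, from 3.03% to 16.7% for HSPC H3K27me3 and from 32.6% to 48.6% for K562. Over all results with a test, 96 of 103 such values kept their direction and 7 reversed. On the autosomes alone, the HSPC H3K27me3 peak number change became -3.38% with separated groups, the promoter change -0.191%, and the HSPC difference between marks 0.10 on the log2 scale. These follow from the peaks on X and Y, which that setting leaves out. With equal-length lists the HSPC H3K27me3 promoter change was -1.004%, and with peaks within 1 kb joined the mES H3K27me3 peak number change was 1.52%. With peak number in place of covered length, the pooled H3K27me3 effect was 0.10 and the mES difference between marks -0.032 on the log2 scale. The cause was not tested for these last 4. Some groups that separated in the main setting overlapped in another. For HSPC H3K27me3 this held for the covered length and promoter changes on the autosomes and for the promoter change with equal-length lists. With peaks of at least 1 kb it held for the HSPC H3K27me3 promoter change (1.93%) and repeat share difference (0.0990 percentage points), and with H3K27me3 bases covered in either replicate for the share of HSPC H2AK119ub under H3K27me3 (0.0681 percentage points). The reverse occurred for the mES H2AK119ub promoter change, whose groups overlapped in the main setting and separated with equal-length lists (1.14%). Equal-length lists drop mainly narrow peaks, because the file order follows width, and with them the K562 promoter change was 9.81% in place of 20.8%.

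The numbers of lost and gained bins depended on how a bin was defined, as larger or fully covered bins leave fewer to count. With bins marked only at 100% coverage, lost and gained bins numbered 8291 and 5905 for mES H2AK119ub, 14588 and 2871 for mES H3K27me3, 3315 and 7228 for HSPC H2AK119ub and 4672 and 13187 for HSPC H3K27me3, and 665 bins were lost in K562. With 5-kb bins the numbers were 2345 and 1236, 3980 and 679, 742 and 1728, and 1245 and 4366 in the same order, and 53 and 4637 in K562. With bins marked at 1 bp, gained bins numbered 16103 for mES H3K27me3, lost and gained bins 12324 and 22481 for HSPC H2AK119ub, and 12245 and 43112 for HSPC H3K27me3. Peaks of at least 1 kb left 4960 gained bins for mES H3K27me3, 4913 lost bins for HSPC H2AK119ub and 816 lost bins for K562. On the autosomes alone 11454 bins gained H3K27me3 in HSPCs. Which of lost and gained bins was larger did not change in any comparison under these settings, which kept all libraries. The mean share of peaks overlapping the other replicate moved too. Requiring 50% of the peak gave 68.0% for mES H2AK119ub, 49.8% for HSPC H2AK119ub, 58.4% for HSPC H3K27me3 and 62.4% for K562, and peaks of at least 1 kb gave 78.6%, 68.9%, 76.3% and 77.5%.

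Leaving out 1 library at a time raised the bin counts by construction, since fewer libraries have to differ, and did so unevenly. Without a KO or siMBD6 library a gained bin has to be marked in only 1 library while a lost bin still has to be marked in 2, and without a control library the reverse holds, so these counts do not show whether 1 library decides which of lost and gained bins is larger. Across the 4 fits of each comparison, lost bins ranged from 27309 to 45195 and gained bins from 22916 to 36175 for mES H2AK119ub, from 27605 to 56082 and 11179 to 38460 for mES H3K27me3, from 16115 to 41735 and 23957 to 49971 for HSPC H2AK119ub, from 13036 to 27031 and 35050 to 54546 for HSPC H3K27me3, and from 4236 to 12555 and 41607 to 52168 for K562.

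Single libraries decided several directions and sizes. For mES H2AK119ub the covered length change ranged from -7.53% to -0.696% and the peak number change from -6.14% to -1.02%. For mES H3K27me3 the covered length change ranged from -29.1% to 1.81%, the peak number change from -11.0% to 8.96% and the repeat share difference from -1.43 to 0.000607 percentage points, each highest without KO replicate 2. Without WT replicate 2 the peak number change was 3.88%. For HSPC H2AK119ub the covered length change ranged from 0.911% to 24.5% and the peak number change from 0.0849% to 18.3%, both lowest without WT replicate 2, the promoter change from 3.75% to 12.03% and the repeat share difference from -1.38 to 0.639 percentage points, highest without WT replicate 2. The promoter change ranged from -0.560% to 1.07% for mES H2AK119ub, being -0.560% without KO replicate 1 and -0.290% without WT replicate 1, and from 1.25% to 4.98% for HSPC H3K27me3. On the log2 scale the pooled effect ranged from -0.024 to 0.13 for H2AK119ub and from -0.14 to 0.12 for H3K27me3, the difference between cell types from 0.074 to 0.38 and from 0.18 to 0.70, and the difference between marks from -0.095 to 0.43 in mES cells and from -0.20 to 0.10 in HSPCs. The pooled H2AK119ub effect fell below 0 without WT replicate 2 of HSPCs. The pooled H3K27me3 effect rose above 0 without replicate 2 of any of its groups (0.069 and 0.12 without WT and KO mES replicate 2, 0.00018 and 0.024 without WT and KO HSPC replicate 2). The difference between marks changed sign in mES cells without KO replicate 2 of H3K27me3 (-0.095), and in HSPCs without WT replicate 1 of H2AK119ub (0.0999) or KO replicate 1 of H3K27me3 (0.0083). In K562 the covered length change lay between 34.4% and 43.96% whichever library was left out.

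Libraries share replicate numbers across groups, but nothing in the labels says that a number marks a shared batch, and bins in which replicates of one group differed did not differ alike in the other group (correlation across bins between -0.00338 and 0.000797 over the 5 comparisons). The replicate block, taken as the mean change within same-numbered pairs, gave covered length changes of -4.14% and -11.1% in mES cells, 12.99% and 16.3% in HSPCs (H2AK119ub and H3K27me3) and 39.2% in K562. It changed no direction.

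Lists of equal length ranked by a score were planned and not run, because the files hold no score, and equal-length lists by file order took their place. The planned stricter threshold was run as peaks of at least 1 kb for the same reason. Unknown depth limits every result that rests on list length: by itself, a change in covered length, peak number or bins cannot be assigned to the mark rather than to the number of reads. For the gain of H3K27me3 on X in KO HSPCs, the autosomes argue against deeper KO libraries, since their log2 change was 0.042.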

Other observations

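Of the tests in this part, those of single-mark bins, of Y peaks at equal list length, of GC content and of peak widths were written before their results were seen, and the others afterwards.

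Of the 25856 1-kb bins that differed in H2AK119ub between WT and KO mES cells, 58.2% were lost. Replicates alone gave an imbalance of this size, since the split of the same libraries into replicates 1 against replicates 2 had 11752 bins one way and 7047 the other. Of all bins marked in both WT libraries, 7.70% were lost. The value quoted from the study above cannot be ranked against these shares. Its base is all ATAC–seq peaks with H2AK119ub, whereas 58.2% has only the differing bins as its base. The measures are not alike, since the study scored spike-in-scaled levels within ATAC–seq peaks and the bins here score presence or absence of a called peak anywhere in the genome.

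Both marks were called less on distal chromosomes 6 and 13 in Tet2 KO mES cells. A change of H2AK119ub alone is argued against by H3K27me3, whose smaller step of the 2 chromosomes was -0.62 on the log2 scale. A Tet2 effect common to both cell types is argued against by HSPCs, where the same segments changed relative to the rest of their chromosome by no less than -0.11. A copy-number difference between the 2 mES lines is a candidate explanation. It would reach places that carry 1 mark alone, and such bins were lost more often inside the segments. That result does not favour it over a regional loss of both marks, because the segments were chosen for lower coverage of the same marks. Among bins marked in WT by H2AK119ub alone, 37.7% were lost inside the segments and 12.7% elsewhere, a ratio of 2.97, and among bins marked by H3K27me3 alone 34.1% and 20.4%, a ratio of 1.67. No DNA input was analysed here, so a regional loss of both marks that is specific to mES cells stays open.

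Tet2 KO mES cells also had no peak on Y below 90 Mb in any of 4 libraries, whereas the 4 WT libraries had 13. Shorter KO lists do not explain this, since with equal peak numbers the WT libraries still had 10 and the KO libraries 0. The absence of Y from the KO line may account for it, but the counts are small, 12 of the 13 came from the 2 H3K27me3 libraries, and a loss of the mark on Y was not excluded. Together with the steps on chromosomes 6 and 13, it is a reason to check the karyotype of the 2 lines before reading lost regions on these chromosomes as effects of Tet2.

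The longer H2AK119ub lists after siMBD6 in K562 were tested against 3 technical explanations. GC bias as the whole cause would raise some parts of the genome and lower others, and all 5 equal classes of the genome by GC content rose, by 35.7% in the highest class and by 60.4%, 82.1%, 82.3% and 84.7% in the others from the lowest upwards, each by more than its replicate spread. The rise was thus uneven over GC content, and a contribution of GC to its size stays open. The classes were equal in genome but not in covered length. In siControl replicate 1 the highest class held 122.8 Mb, and the others 0.0327, 0.185, 0.995 and 8.14 Mb from the lowest upwards. The lower classes therefore add little weight, and GC differences within the highest class were not tested. A copy-number difference would spare some chromosomes, and all 22 autosomes and X rose, by at least 27.5% (chromosome 22). Deeper siMBD6 libraries cannot be told apart from a wider mark, because depth is unknown and also widens peaks. Lists of equal peak number differed by 32.6%, which decides nothing, because limiting the lists drops mainly the narrowest peaks and so removes little covered length. More H2AK119ub after loss of MBD6, the biological explanation, stays open beside depth in these lists. Apart from peak positions, the study reported by western blot that global H2AK119ub rose in K-562 cells when MBD6 was knocked down.

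In HSPCs the promoters of widely expressed genes often carried H3K27me3 peaks, 9 to 11 of 12 genes per library, compared with 0 to 3 in mES cells. These peaks were narrow. Their median width was 641 to 912 bp per library, against 46912 to 53384 bp for the peaks at 16 Polycomb targets, a ratio of at most 0.0185. Signal of the transposase at open promoters, rather than the mark itself, is a candidate explanation, and a test against an IgG control was not run here. H2AK119ub peaks at the same genes were 1254 to 2129 bp wide at the median, against 4604 to 8064 bp at the Polycomb targets. Counts of peaks or promoters therefore mix broad Polycomb domains with many narrow sites.

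One siControl library of K562 held 1 peak on a Drosophila sequence, the spike-in, and the other 19 libraries held 0. Each mouse library had 2 peaks and each K562 library 1 peak on the mitochondrial genome.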
